A study of Rattus norvegicus with 8 samples.

How the data were processed

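Poly(A)-enriched RNA from rat hind paw skin was sequenced in 8 libraries, 4 from burned sites and 4 from control sites of the opposite, unburned paw. The group of each library was taken from its treatment label. Replicate numbers were assigned in accession order within a group and pair nothing. The labels give no animal number, so no burned paw could be matched to the control paw of the same rat and no blocked or paired fit was made. The labels also do not say that the libraries of a group came from separate animals, so p-values measure the spread between these 8 samples.

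The deposited values are whole-number read counts per Ensembl rat gene, not normalised, with 1 column per library and no pooling. Per the submitters' processing notes, the work named TopHat2 2.0.9, HTSeq 0.5.4p3, edgeR, R 3.0.1 and limma, and the rat genome build Rnor_5.0. Those notes were read as a list of names, and the role of each tool, the annotation release, the strand setting and any filter are not given in the sources used here. The deposited count table held 26404 gene identifiers, and 20370 of them had at least 1 count in some library. The table held 0 rows that name no gene. Reads from overlapping, antisense or near-identical genes could not be separated at this stage.

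The count table does not pair its identifiers with gene names. The reference table used here holds 47357 rat genes, but 0 of its entries carry an Ensembl rat identifier, so the 26404 identifiers could not be looked up in it. Genes were therefore handled by identifier. Leptin and fractalkine, which the series title names, were not analysed here, and neither were the 34 preset lists of pathway and cell type genes. The rule fixed for named genes took the 10 largest changes in each direction among genes with a symbol, an adjusted p under 0.05, a mean abundance of at least 1 on the log2 CPM scale and no overlap between the groups. Because no gene had a symbol, the rule was applied without that condition and shortened to 2 genes in each direction. This change was made after the table was seen. The test, its threshold and the grouping were chosen before the data were examined. The 25 genes with the highest mean share of counts over the 8 libraries were also described as a set, and genes were counted at which 1 burn library lay on the other side of all controls from the remaining 3. Both choices were made after the table was seen.

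Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test with robust dispersion estimates, TMM normalisation and the default expression filter, which left 14240 genes. The model held the group alone. All 8 libraries entered the fit, p-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted p of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. Abundance per library is given as log2 CPM with TMM factors and a prior count of 2. Single values per library were compared with two-sided exact permutation tests over all divisions of the 8 libraries into 4 and 4, whose smallest possible p is 0.0286. Such a test takes the libraries as exchangeable, and the paws of one rat are not. Its p therefore describes how far the values separate and is not used to exclude chance.

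The procedure was tested on simulated data drawn from the real means, library sizes and group dispersions, with 200 genes changed, of which 194 were among the 14052 that passed the filter. Of the changed genes that passed the filter, the test recovered 98.5% of the 66 changed 16-fold, 62.1% of the 66 changed 4-fold and 4.84% of the 62 changed 2-fold. It made 9 false calls among 13858 unchanged genes, a figure that is not a share of the calls made. The real comparison called 3115 genes, far more than the 200 changed here. The adjusted threshold depends on that number, so these recovery rates do not carry over to the real data.

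The preset alternatives were median-ratio factors and plain library sizes in place of TMM, no filter and a filter of 1 CPM in at least 4 libraries, the Wald test of DESeq2 1.42.0, voom with and without sample quality weights in limma 3.58.1, 1 surrogate variable from sva 3.50.0, an adjusted p of 0.01, a minimum fold of 1.5, and leaving out each library in turn. Alternatives added after seeing the data were thinning every library to 13693811 counts, leaving out the 25 most abundant genes, and leaving out 97 genes that were abundant in control replicate 4 alone.

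Libraries held 13693811 to 26837925 counts. A gene with 0 counts could still have been present at up to 0.219 CPM in the shallowest library and 0.112 CPM in the deepest, taking 3 counts as the limit. Intervals and limits cover counting error only, since the reads carry no molecular identifiers that the sources used here describe.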

Results

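RNA sequencing was used to compare burned and unburned rat skin. In anaesthetised Sprague-Dawley rats of 125 to 200 g, 1 hind paw was held in saline at 60 °C for 2 min, which produces a deep partial-thickness burn. The opposite paw was held in saline at room temperature as a control for immersion. Skin was taken at the sites where microdialysis probes had sampled tissue fluid, and 4 burn and 4 control libraries were analysed. The interval between burn and excision is not given in the sources used here. Burn replicates 1 to 4 held 13693811, 18738652, 15910698 and 18599639 counts, and control replicates 1 to 4 held 24046660, 26837925, 17824830 and 26722985. The mean depth was 16735700 ± 2409689 counts (SD, n = 4) in burn and 23858100 ± 4223854 (SD, n = 4) in control, a difference that a two-sided exact permutation test did not separate from the spread between libraries (p = 0.0857). No pair of libraries in a group was a repeat deposit. Their counts differed by at least 28.3 times the chi-square expected from sampling noise.

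The first question was how far the burned libraries stood from the control libraries as whole profiles. Principal component 1 of the log2 CPM values held 47.5% of the variance and had all 4 burn libraries on one side and all 4 control libraries on the other. Control libraries resembled one another closely, with a mean correlation across genes with the rest of their group of 0.970 ± 0.00527 (SD, n = 4). Burn libraries did so less, at 0.885 ± 0.0253 (SD, n = 4), and every burn library lay below every control library (two-sided exact permutation test, p = 0.0286, the smallest this design allows). The correlations within a group share libraries and are not independent, so this p-value describes the separation of the values and does not exclude chance. The mean correlation between burn and control libraries was 0.860. Burn replicate 4 was an exception to the order of these means, with a mean correlation of 0.912 with the control libraries and 0.907 with the other burn libraries. The median SD per gene was 0.519 log2 units among burn libraries and 0.253 among control libraries, and 84.0% of the 14240 genes tested varied more among burn than among control libraries.

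**Figure D1:**
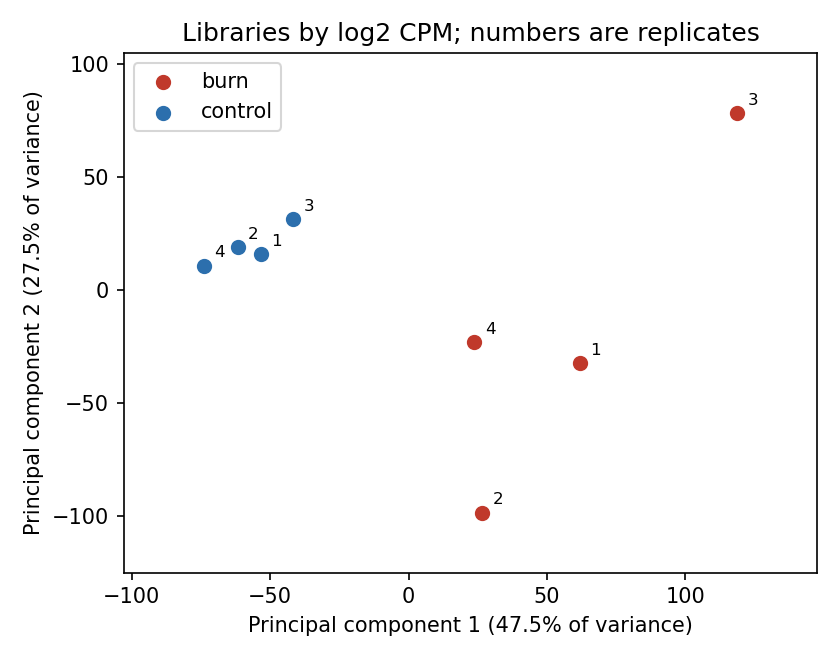
Principal components 1 and 2 of log2 CPM over the 14240 genes tested, 1 point per library, red for burn and blue for control, with the replicate number beside each point. The control libraries cluster at the left and the burn libraries are spread over the right, with burn replicate 3 farthest to the right on the first component, which holds 47.5% of the variance.

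The comparison of burned with control skin asked which transcripts differed at the injured site. Of the 14240 genes tested, 1689 were higher and 1426 lower in burned skin, 21.9% of those tested (edgeR quasi-likelihood test, adjusted p under 0.05). The genes that rose included the largest changes. At least 2-fold differences were estimated for 1157 of the higher and 803 of the lower genes, at least 4-fold for 482 and 154, at least 8-fold for 200 and 49, and at least 16-fold for 124 and 15. The 4 burn values and the 4 control values did not overlap for 4416 genes, or 31.0% of those tested, against 2.86% expected by chance. Of those genes 2192 were higher and 2224 lower in burn, and they held 2942 of the 3115 genes called. Scaling by library size alone changed the balance to 894 higher and 2138 lower, so that 29.5% of the calls were higher instead of 54.2%, and moved the median log2 fold change of all genes from 0.06 to -0.15. Both counts rose under some other settings, to 2740 and 2877 with 1 surrogate variable and to 2379 and 2203 by the DESeq2 Wald test. Lower calls were also the more numerous by limma-voom, at 1532 higher and 1671 lower, and barely so without a filter, at 1374 and 1379. Apart from these settings and the surrogate variable, every other alternative gave more higher than lower calls. Calls also depended on single libraries, and were 2314 higher and 1929 lower without burn replicate 3. Without control replicate 1, 2, 3 or 4 the test called 811, 673, 944 or 843 genes higher and 704, 546, 842 or 680 lower, and without burn replicate 1 it called 1077 and 795.

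**Figure D2:**
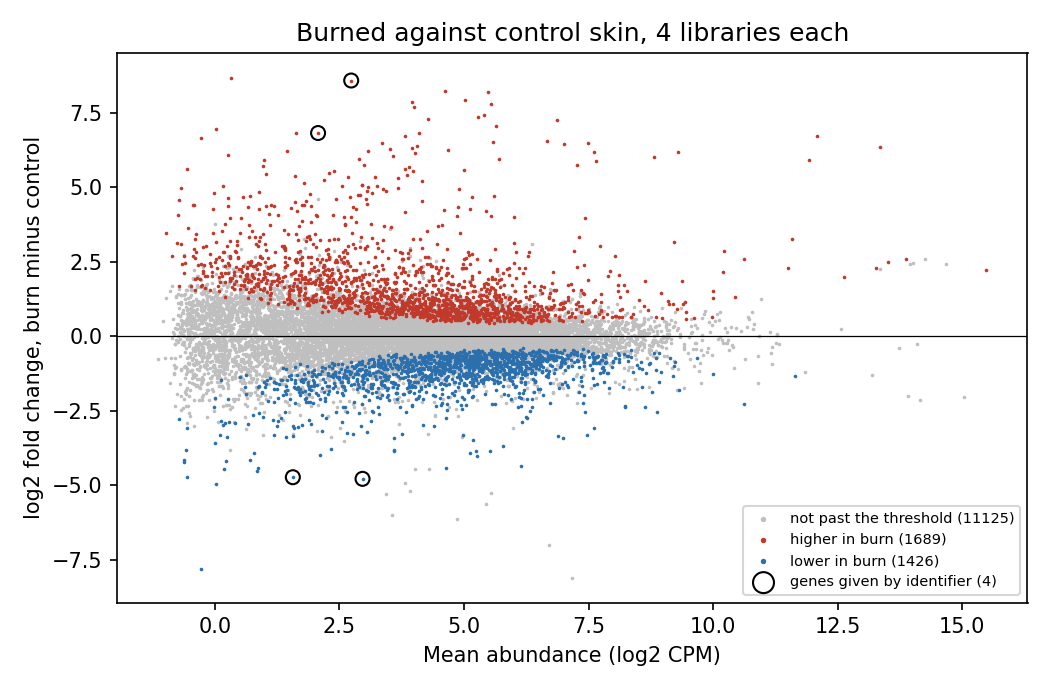
The log2 fold change of each gene, burn minus control, against its mean abundance in log2 CPM, 1 point per gene, for 4 libraries in each group. Red points are the 1689 genes higher in burn, blue points the 1426 lower and grey points those that did not pass the threshold, and circles mark the 4 genes given by identifier, which lie at low abundance.

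The balance of higher and lower calls differed with abundance, although no test was made of that difference. The genes tested were ranked by mean abundance and divided into 4 groups of 3560. In the least abundant group 434 genes were higher and 162 lower in burned skin. In the next group the counts were 469 and 332, and in the one after it 450 and 451. In the most abundant group 336 were higher and 481 lower. The ranking used the mean over both groups of libraries, so a gene's own change moved its rank. A scarce gene also has few counts to lose, which makes a fall harder to call than a rise. These counts therefore do not compare the directions evenly across abundance. A further 13 genes had 0 counts in all 4 control libraries and at least 1 count in each burn library, and 52 genes showed the opposite. When every library was thinned to the same total these numbers were 23 and 34. Such genes were scarce. The most abundant of them reached 146 counts summed over the 4 burn libraries in the first set and 139 over the 4 control libraries in the second. Only 1 gene of each set passed the threshold of the edgeR test. Both sets also depend on burn replicate 3, in which low counts were scarce. It had 625 genes with 1 to 3 counts, against at least 1642 in each other library. The first set requires a count in that library and the second requires 0, so their sizes do not compare the groups evenly.

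The 4 genes picked by the rule for named genes had few counts in one of the groups. ENSRNOG00000030145 rose from -3.05 ± 0.38 log2 CPM in control to 3.35 ± 1.19 in burn (SD, n = 4), with a fitted log2 fold change of 8.57 (SE 0.99, edgeR adjusted p = 0.00265). Burn libraries held 83 to 366 counts of it and the 4 control libraries 3 counts in all, a ratio of normalised counts of 399 with a 95% counting interval of 136 to 1937. The fitted log2 fold change was 7.71 without burn replicate 1 and 9.38 without control replicate 2. ENSRNOG00000008842 rose by 6.81 log2 units (SE 0.92, edgeR adjusted p = 0.00410), from 7 counts over the 4 control libraries to 468 over the 4 burn libraries. ENSRNOG00000024899 fell by 4.78 log2 units (SE 0.71, edgeR adjusted p = 0.00491; by limma-voom it fell by 5.67), from 3.87 ± 0.28 log2 CPM in control to -1.07 ± 1.57 in burn (SD, n = 4). It had 298 to 535 counts in each control library, at most 13 in any burn library and 0 in burn replicate 3. ENSRNOG00000020953 fell by 4.72 log2 units (SE 0.75, edgeR adjusted p = 0.00609), from 569 counts over the control libraries to 12 over the burn libraries. Without burn replicate 4 it fell by 5.46 log2 units, and with voom and sample quality weights it fell by 3.97. The files do not pair these identifiers with gene names, and the products are not named here.

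**Figure D3:**
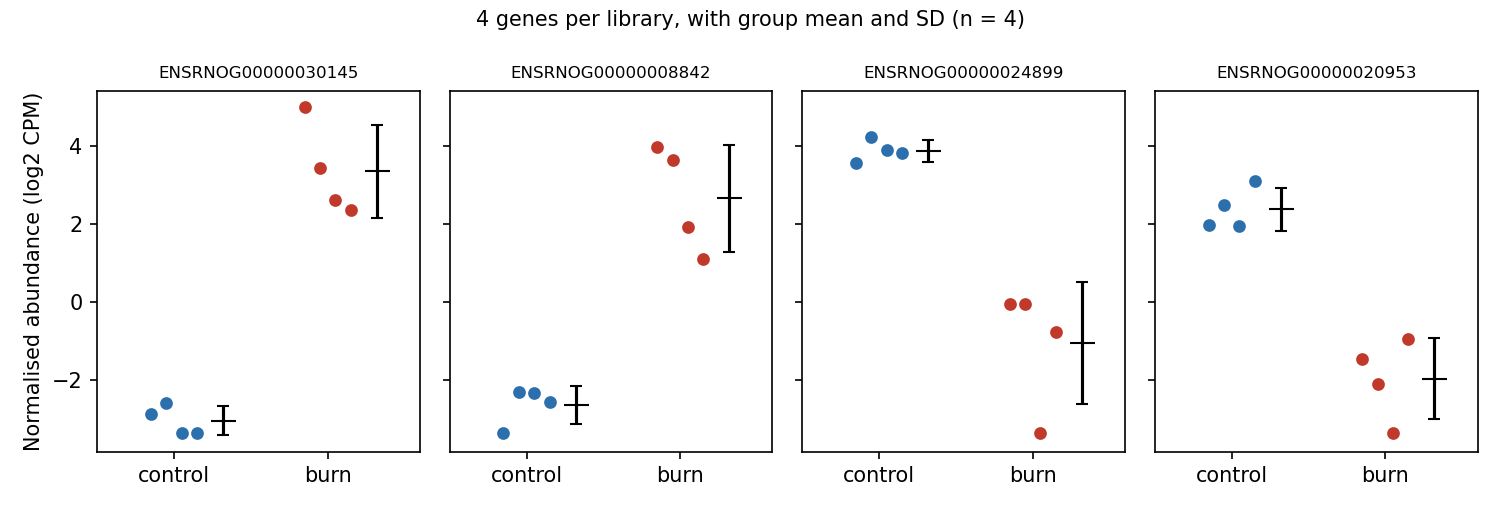
Normalised abundance in log2 CPM of the 2 genes with the largest rise and the 2 with the largest fall under the rule for named genes, 1 point per library, with the group mean and SD (n = 4) beside the points. For each gene all 4 burn libraries lie on one side of all 4 control libraries, and the burn libraries are the more widely spread.

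A small number of transcripts made up a large part of each library. The 25 most abundant genes took 43.4%, 44.8%, 15.1% and 41.6% of all counts in burn replicates 1 to 4, and 26.4%, 23.4%, 23.6% and 27.3% in control replicates 1 to 4. The group means, 36.2% ± 14.1 and 25.1% ± 1.96 (SD, n = 4), were not separated by an exact permutation test (two-sided, p = 0.143). Of the 25 genes 10 were called higher in burn, 1 lower and 14 neither by the edgeR test. The 10 higher genes together took 16.7% ± 8.30 of counts in burn and 3.45% ± 0.70 in control (SD, n = 4; two-sided exact permutation test, p = 0.0286), although these genes were chosen by the same comparison. In burn replicate 3 they took 4.55%, close to the 4.50% of control replicate 3.

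The burned libraries did not all move the same way. Among the 25 abundant genes, 9 were above every control library in burn replicates 1, 2 and 4 and below every control library in burn replicate 3. These 9 took 29.8%, 32.1% and 29.3% of counts in burn replicates 1, 2 and 4, 2.40% in burn replicate 3, and 5.68% ± 1.16 in control (SD, n = 4). The edgeR test called 4 of the 9. Over all genes tested, 428 were above every control in the other 3 burn libraries and below every control in burn replicate 3, and 287 showed the mirror pattern. For burn replicate 2 the counts were 201 and 165, for burn replicate 1 they were 54 and 47, and for burn replicate 4 they were 48 and 94. Chance ordering of all 8 libraries gives 50.9 for each. That figure assumes no difference between burn and control, so it does not test whether 1 burn library departs from the other 3. Burn replicate 3 also had fewer genes with at least 1 count, 15354, against 17322 to 17547 in the other burn libraries and 17338 to 17492 in the control libraries. Without burn replicate 3 the edgeR test called 2314 genes higher and 1929 lower, and 2977 of the 3115 genes called with all libraries were among them, all in the same direction.

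**Figure D4:**
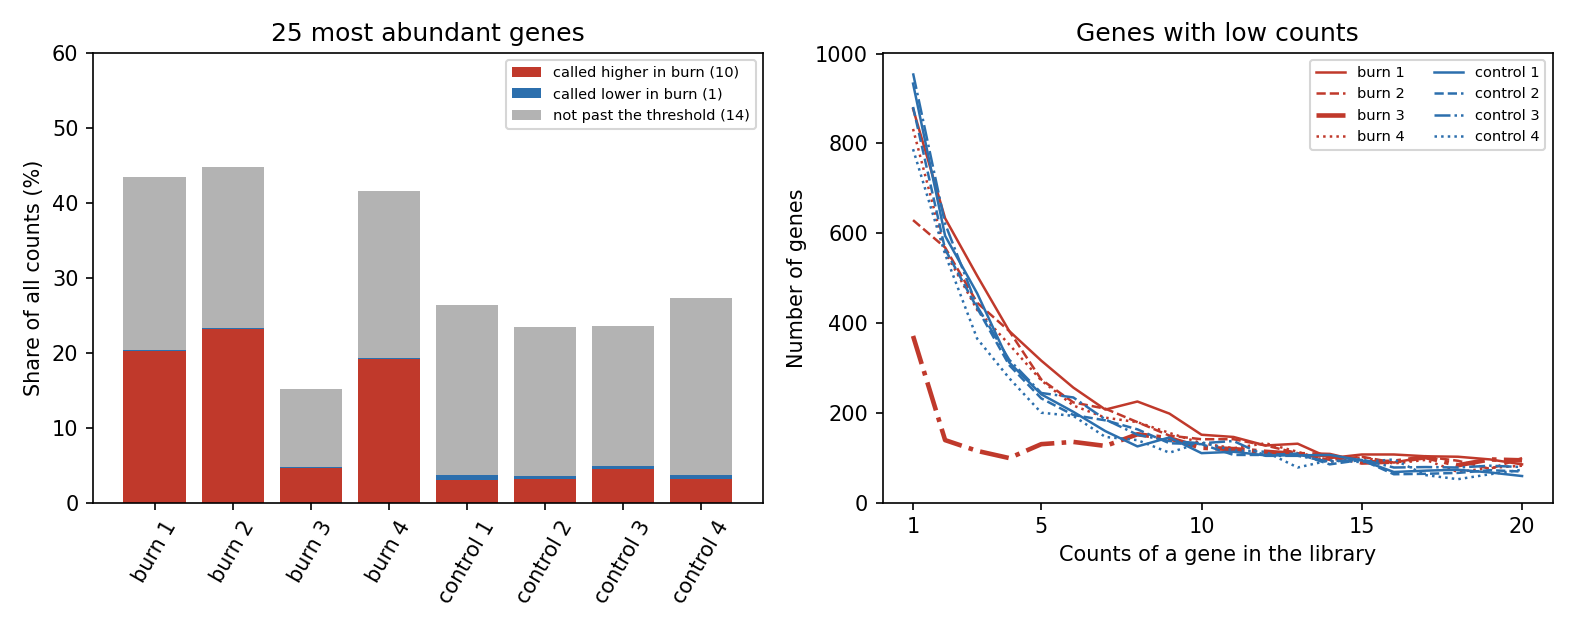
Left, the share of all counts in each library, in percent, taken by the 25 most abundant genes, split into those called higher in burn, called lower and not past the threshold, and right, the number of genes that had each count from 1 to 20, 1 line per library, red for burn and blue for control. Burn replicate 3, the thick line, has 625 genes with 1 to 3 counts, where each of the other 7 libraries has at least 1642.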

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

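Values per library were screened for 1 library far from the other 3 of its group, and 6 of 30 such screens picked one. Chance picks about 1 in 20 of separate screens. Some of these screens share genes, so 6 of 30 cannot be set against that rate. The tests of depth and of a wrong label were chosen after the results were seen. The tests of low counts and of leaving out burn replicate 3 were written down before their values were known.

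Burn replicate 3 stood apart in 3 measures. It had 15354 genes with at least 1 count, the next lowest burn library having 17322. The 25 most abundant genes took 15.1% of its counts, against 41.6% or more in the other burn libraries, and the uncalled ones among them took 10.4%, against 21.5% or more.

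Lower depth does not account for the missing genes, since with every library thinned to the same total burn replicate 3 had 15297 genes and the other 7 had 16848 to 17547, a gap of 1551 against a range of 699. A control library under a burn label is argued against, since at 79.4% of the 4174 genes called without it and also tested with all 8 libraries, burn replicate 3 lay beyond the control range on the burn side, and its median shift of 0.98 log2 units was among those of the other burn libraries, 0.93 to 1.12. A library grown from few distinct molecules may explain the scarcity of low counts, and stays open: among genes expected at 1 to 5 counts 74.1% were at 0, against 24.4% to 46.3% elsewhere, but their summed count was 0.860 of that expected, with a 95% bootstrap interval of 0.767 to 0.957 that includes the lowest of the other libraries, 0.923. The number of genes with exactly 1, 4 and 8 counts was 371, 99 and 152 in burn replicate 3, a fall and then a rise. Each other library had fewer genes at 8 counts than at 4. What produced this shape was not tested. A different response to the burn in that paw is a biological explanation that was not tested.

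The burn libraries varied more than the control libraries. Their lower depth does not account for it, since after thinning to one total the median SD per gene was still 1.99 times that of control. Burn replicate 3 alone does not account for it either. The other 3 burn libraries had a median SD of 0.364, above the 0.216 to 0.257 of any 3 control libraries. A candidate explanation that stays open and was not tested is that injury differed from paw to paw.

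In control replicate 4, 97 genes were over 16-fold above the highest of the other 3 control libraries, where those libraries had 0 or 1 such gene. In control replicate 3 the genes called higher in burn took 9.29% of counts, against 7.50% or less in the other controls, and the 10 of them among the 25 most abundant took 4.50%, against 3.17% or less.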

How the results depend on the processing

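Thinning to one depth, leaving out the 25 most abundant genes and leaving out the 97 genes of control replicate 4 were tests chosen only after the data were seen. The number of calls depended on the processing. Under 19 alternative settings, 76 values in all, the 4 genes given by identifier kept their direction and their side of the threshold, with an adjusted p of 4.35e-14 to 0.0275 over edgeR, limma and DESeq2. Their fitted sizes moved, over log2 fold changes of 7.71 to 9.38 for ENSRNOG00000030145, 6.34 to 7.14 for ENSRNOG00000008842, -5.67 to -4.33 for ENSRNOG00000024899 and -5.46 to -3.97 for ENSRNOG00000020953. They were not refitted with a minimum fold of 1.5. They were picked from the same data as large changes that passed the threshold without overlap. Their kept direction and side were therefore likely from the start, and do not speak for other genes. Genes called both here and under an alternative had the same direction in each alternative run. Of the settings that kept all libraries, those below moved a count by more than 1.5 times. Library size alone gave 894 higher genes. The DESeq2 Wald test gave 2203 lower genes. Adding 1 surrogate variable gave 2740 higher and 2877 lower. A minimum fold of 1.5 gave 549 and 279, and an adjusted p of 0.01 gave 412 and 267, both stricter by construction. Leaving out 1 library at a time gave 673 (without control replicate 2) to 2314 (without burn replicate 3) higher genes and 546 to 1929 lower genes in the same 2 refits, with fewer samples in each. Both counts moved by more than 1.5 times without burn replicate 1 or any of the 4 control replicates, and by less without burn replicate 2, 3 or 4. The cause of the other changes was not tested. The 3 added refits gave 1643 and 1335, 1683 and 1422, and 1687 and 1437. Of 67 recomputed values of within-group spread and of non-overlapping genes, 60 stayed within 1 SD, or within 1.5 times for the number of non-overlapping genes. The rest were both correlations and the control SD with no filter, and the correlation and SD of burn without burn replicate 3 and of control without control replicate 4. Without burn replicate 3 the burn correlation was 0.916 and the median SD 0.368. The 67 include, for each library left out, the group that lost none, where little could move. The planned refits for leptin, fractalkine and the gene lists were not run, for want of gene names. No paired analysis was possible because the labels give no animal that links a burned paw to a control paw. Depth limits the detection of genes below about 0.219 CPM in the shallowest library.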

Other observations

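The search for genes raised in control replicate 4 alone was a test chosen only after the data were seen, and the comparison of splits was planned before its values were seen. One set of genes was confined almost to a single control library. The 97 genes over 16-fold above the other controls in control replicate 4 held 260931 counts there, 0.976% of that library. The same genes held 820 to 1271 counts in each of the other 7 libraries, at most 0.00759%. Of the 97 genes 37 had at least 1000 counts in control replicate 4, and 9 had 0 counts in all other libraries. The expression filter kept 25 of them, with fitted log2 fold changes from -8.09 to -0.42, burn minus control, and the edgeR test called 0 of these, the lowest adjusted p being 0.0508, although 11 had an unadjusted p under 0.05. The limma-voom test called 0 of the 25 and voom with sample quality weights called 1, and DESeq2 gave no adjusted p for any of the 25. The files do not name these genes, and no explanation was tested.

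The split of the libraries into burn and control was compared with every other split. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many calls as the real one, namely the real split itself with 3115 genes, and the highest of the others gave 0 genes by edgeR. At an unadjusted p under 0.05 the real split gave 5377 genes and the highest of the others 1963. The share of 1 in 35 is the smallest that 35 splits can give. It would exclude chance at the 0.05 level only if all 8 libraries were exchangeable. The paws of one rat are not exchangeable in this way, and which paws pair is unknown, so no exclusion of chance is drawn from it. Every other split also mixes burn and control libraries, which widens the spread within its groups, so its count does not measure how many calls chance alone would give.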
